A study of Homo sapiens with 13 samples.

How the data were processed

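Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in clones of Ishikawa, an established human endometrioid adenocarcinoma cell line. Per the labels' protocols, cells were kept in hormone-deprived medium and then treated for 1 h with 10 nM estradiol (E2) or with 0.1% DMSO, the vehicle. The estrogen receptor alpha (ER) libraries came from 2 clones carrying the Y537S receptor, and the receptor was pulled down through a FLAG tag after formaldehyde fixation. The CDK9 libraries came from cells fixed with disuccinimidyl glutarate and then formaldehyde, and CDK9, the kinase of the transcription elongation factor P-TEFb, was pulled down with its own antibody. Of the 13 samples, 12 had a peak list and 1, a pooled input, was not used here. The labels of the 4 ER libraries carry no antibody tag, so their target was taken from their titles and the series' design text.

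Each of the 12 deposited lists held the peaks of 1 library in the 10 columns of the narrowPeak format, so peaks were called per library and not on pooled replicates. The aligner, peak caller, control library and genome build are not stated in the labels, and the lists have no header. Each peak's −log10 p and −log10 q are the authors' own deposited values, and so are its fold enrichment (a ratio over a background that is not stated) and its score, which equals 10 times the −log10 p without its decimals. These values were used only to describe, rank or filter peaks. The lowest −log10 p in a list lay between 10.0 and 10.9, so every list appears to have been limited at one threshold by the authors. A peak absent from a list is therefore a site under that threshold, and whether it had any signal cannot be told. The number of reads per library is not part of a peak list, so depth is unknown, and a difference in list length can come from depth, from enrichment or from binding.

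All peaks lay on chromosomes 1 to 22, X and Y, and none was removed. The gene table at hand describes GRCh38.p14, and peaks on chromosomes 9 and 22 end beyond its last genes there, so the lists use another build. Coordinates are given as in the lists, counted from 1, without a named build. Gene names, promoter shares, estrogen response elements and a distance from transcription starts were not analysed here.

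Peaks of the 4 ER lists were merged where they shared at least 1 bp, and the 8 CDK9 lists were merged in the same way. Each merged site was scored as called or not called in each library. A site was gained when it was called in both libraries of the first group and in neither of the second, and lost in the opposite case. Counts were set beside those from the 2 other ways of splitting the same 4 libraries into 2 and 2. Similarity of libraries was measured with the Jaccard index, the sites called in both divided by the sites called in either. ER sites were also moved 20 kb up and 20 kb down, leaving out those that landed on an ER site, to give a background for their overlap with CDK9 peaks.

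The 2 ER groups were compared with an exact two-sided permutation test, whose smallest p is 0.333. The 4 CDK9 groups were compared with an exact permutation test over the 105 ways of pairing 8 libraries, whose smallest p is 0.00952. Overlap of gained and lost sites with ER sites was compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 3 contrasts, and odds ratios had 0.5 added to each cell. Sites are not independent replicates, so these p-values describe the site lists of these libraries and not the spread between cultures. The sites gained in all 3 contrasts against one control group were set beside 1000 simulated sets in which calls were reassigned between libraries, keeping each site's number of calls and each library's number of sites. With a block, the Jaccard difference compares same-group pairs with the other pairs the block allows. That definition was set after a first version, with all between-group pairs, had been seen, and the p-values were the same in both. Shares in a single library have 95% Wilson intervals, which cover counting error only, and a share of 0 has the upper limit that 3 counts of the total would give.

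The sites named are the 3 of each class (1 for lost classes) with the highest value of the lowest −log10 p over the lists that called them. This rule, the tests and most alternatives were fixed before the data were examined. The alternatives were a stricter threshold (2 times the lowest −log10 p of each list), equal peak numbers (the top 2485 ER or 25775 CDK9 peaks by −log10 p), windows of 100 bp on either side of summits, a reciprocal overlap of 50%, chromosomes 1 to 22 only, other sets of ER sites, other comparison sites, a replicate block and leaving out each replicate.

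For the ER libraries the replicate number is the clone number, so it pairs an E2 library with a DMSO library of the same clone.

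Positions were scanned in windows of 10 Mb holding at least 10 gained or lost sites. Fisher's exact test compared gained with lost sites in each window against the rest, with Benjamini-Hochberg adjustment over 144 tests. This scan was chosen after the site lists had been seen.

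Merging and overlap were checked against bedtools 2.31.1 and gave the same counts. On simulated calls, all of 200 sites planted as gained in Y537S against wild-type DMSO were recovered among 52995 sites. The planted calls met the definition of a gained site exactly, so this checked the code and not the power to detect gained sites. For the within-group minus between-group Jaccard difference, run on 5000 sites, the permutation test gave p of at most 0.05 in 8 of 100 simulated sets without an effect and in 100 of 100 with planted sites. A first simulation without an effect had kept list lengths fixed and gave fewer such sets. It was replaced after its result had been seen. The simulated calls did not include the division of the real CDK9 lists into sets that each held 1 library of every group. The 100 of 100 therefore does not give the power of the permutation test on the real lists. The position scan, run on 52995 sites, called a window in 1 of 20 simulated sets without an effect and found the planted window in 20 of 20. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.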

Results

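ChIP-seq peak lists were examined for ER in 4 libraries of Ishikawa cells carrying the ligand-independent Y537S receptor, and for CDK9 in 8 libraries of cells with wild-type, Y537S or D538G receptor. The ER libraries formed 2 groups of 2, E2 and DMSO, with 1 library from each of 2 clones. The CDK9 libraries formed 4 groups of 2: wild-type ER with DMSO, wild-type ER with E2, Y537S with DMSO and D538G with DMSO. The CDK9 lists of a group came from a single clone, so a difference between receptor alleles cannot be separated from a difference between clones. ER lists held 2485 to 10643 peaks with median widths of 336 to 383 bp. CDK9 lists held 25775 to 36782 peaks with median widths of 427 to 564 bp. Read depth is unknown for every library.

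The first question was how E2 changed the genomic binding of the Y537S receptor. With DMSO, 2485 ER peaks were called in clone 1 and 5110 in clone 2 (mean 3798 ± 1856, SD, n = 2). With E2 the lists held 8322 and 10643 peaks (mean 9483 ± 1641, SD, n = 2). The E2 list was 3.35-fold longer in clone 1 and 2.08-fold longer in clone 2, a mean log2 difference of 1.40. Both clones moved the same way, but the exact two-sided permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow. The alternatives that moved the log2 difference most were leaving out the DMSO list of clone 1, which gave 0.88, and that of clone 2, which gave 1.92.

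**Figure D1:**
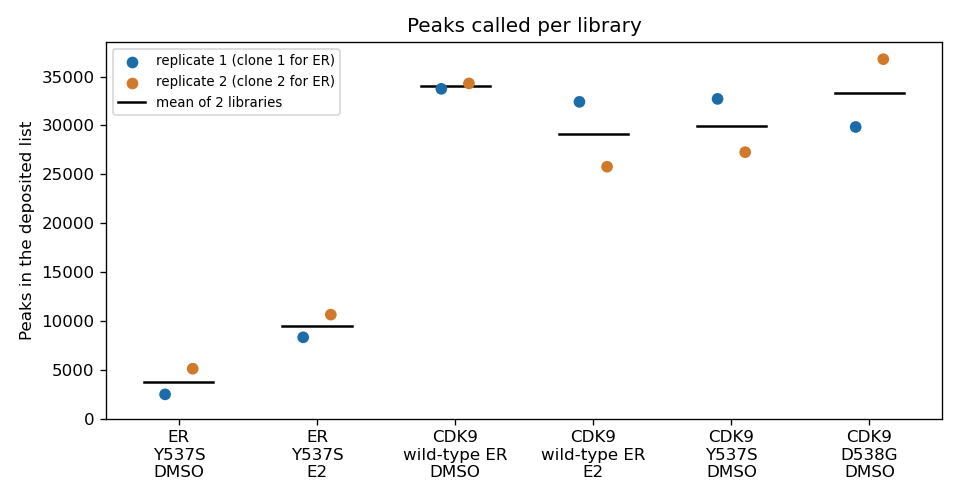
Number of peaks in each deposited list (vertical axis) for the 2 ER groups and the 4 CDK9 groups (horizontal axis). Points are libraries, coloured by replicate, and black lines are the means of 2 libraries; both E2 lists for ER (8322 and 10643 peaks) lie above both DMSO lists (2485 and 5110), while the CDK9 lists hold 25775 to 36782 peaks and those of D538G span most of that range.

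The 4 ER lists merged into 12945 sites, of which 1784 were called in all 4. E2 gained 2578 sites, called in both E2 libraries and neither DMSO library, and 181 sites were lost. Splitting the same libraries by clone gave 534 sites specific to clone 2 and 34 specific to clone 1, and the remaining split gave 7 and 15. The gained count was therefore larger than under either other split, whereas the lost count lay between the counts of the split by clone. The gained count depended on list length: with the top 2485 peaks of each list, 170 sites were gained and 109 lost. Without the E2 list of clone 1 the gained count was 5965, and without the DMSO list of clone 1 the lost count was 494.

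Most ER peaks present without ligand were also called with E2. In clone 1, 2007 of 2485 DMSO peaks (80.8%, 95% Wilson interval 79.2 to 82.3) overlapped an E2 peak of the same clone. In clone 2 the share was 4601 of 5110 (90.0%, 89.2 to 90.8), giving a mean of 85.4% ± 6.56 (SD, n = 2). In the opposite direction, 23.6% of E2 peaks in clone 1 (22.7 to 24.5) and 42.5% in clone 2 (41.6 to 43.5) overlapped a DMSO peak. Requiring a reciprocal overlap of 50% moved the mean DMSO share most, to 66.0%. The E2 libraries of the 2 clones had a Jaccard index of 0.544 and the DMSO libraries 0.372, against 0.224 and 0.406 between treatments within clones 1 and 2. Between clones, the E2 list of clone 1 and the DMSO list of clone 2 gave 0.423, and the E2 list of clone 2 and the DMSO list of clone 1 gave 0.179.

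The sites called in all 4 ER lists with the highest lowest −log10 p were on chromosome 2 from 79038924 to 79040131, on chromosome 21 from 38936376 to 38937778 and on chromosome 16 from 4442358 to 4443610. Their lowest values over the 4 lists were 467, 464 and 459. Among gained sites, those on chromosome 16 from 81872346 to 81872791, chromosome 3 from 134046216 to 134046938 and chromosome 1 from 202081753 to 202082409 ranked first, with lowest values of 315, 293 and 268 in the 2 E2 lists. The first lost site, on chromosome 19 from 18942751 to 18943093, had a lowest −log10 p of 35.4 in the 2 DMSO lists.

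The second question was how the receptor allele or E2 changed CDK9 binding. The mean number of CDK9 peaks was 34024 ± 391 (SD, n = 2) for wild-type ER with DMSO, 29094 ± 4694 for wild-type ER with E2, 29991 ± 3856 for Y537S and 33313 ± 4907 for D538G. The highest geometric group mean was 1.18-fold above the lowest, and the groups did not differ beyond the spread between replicates (exact permutation test over 105 pairings, p = 0.524). No alternative changed that call. The 8 lists merged into 52995 sites, of which 14567 (27.5%) were called in all 8 and 13996 (26.4%) in a single list.

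Libraries of the same group were no more alike than libraries of different groups. The mean Jaccard index was 0.547 ± 0.0757 (SD over 4 pairs) within groups and 0.590 ± 0.0814 (SD over 24 pairs) between groups, a difference of -0.0436 (exact permutation test, one-sided, p = 0.781). The lowest index of all pairs, 0.450, was between the 2 libraries of wild-type ER with DMSO. Of the splits of the lists into 4 and 4, the strongest gave 2 sets that each held 1 library of every group. The first set held replicate 1 of wild-type ER with DMSO, wild-type ER with E2 and Y537S and replicate 2 of D538G, and the second held the others. The mean index was 0.647 within these sets and 0.537 between them. This excess of 0.110 was the largest of the 35 splits of 8 libraries into 4 and 4, and the next was 0.0480. Replicate 1 of Y537S went against its set, with a mean index of 0.604 with the rest of the first set and 0.629 with the second. Moving it across raised the excess to 0.126, so by this index the equal size of the sets comes partly from the splits examined. With pairings restricted to 1 library of each set, an alternative chosen after seeing the data, same-group pairs exceeded the other pairs across sets by 0.0131 (exact one-sided permutation test over 24 pairings, p = 0.0417, the smallest value possible). The sets were defined from the same indices, so this p-value is descriptive. Every same-group pair lay across the sets. The exact permutation test without that restriction (p = 0.781) therefore cannot tell a lack of group differences from differences hidden by the sets.

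**Figure D2:**
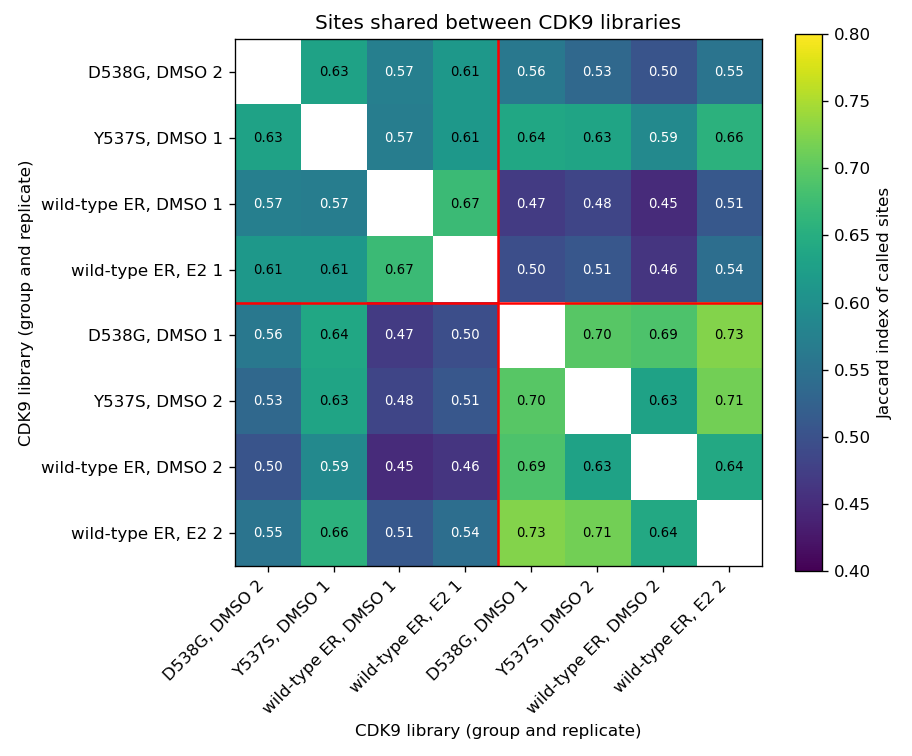
Jaccard index of called sites for each pair of the 8 CDK9 libraries, by group and replicate on both axes, with the colour scale giving the index. Red lines part the 2 sets of 4 libraries; the mean index is 0.647 within the sets and 0.537 between them.

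Sites called consistently in one group and not in another were few beside the differences between the 2 sets. E2 in wild-type cells gained 345 sites and lost 786, whereas splitting the same 4 libraries by set gave 5735 sites only in the first set and 2895 only in the second. Y537S against wild-type ER with DMSO gained 861 sites and lost 671, with 2997 and 1631 for the split by set. D538G gained 935 and lost 787, with 4299 and 3421 for the split by set. Between the mutants, Y537S had 757 sites absent from D538G and lacked 933, with 3538 and 873 for the split by set. Within each set, where single libraries were compared, the balance of gained and lost sites differed. In the first set E2 gained 6134 and lost 5377, Y537S gained 8426 and lost 7680, and D538G gained 9874 and lost 6750. In the second set, gained and lost were 1920 and 9835 for E2, 2526 and 9831 for Y537S, and 3060 and 7524 for D538G. For Y537S against D538G they were 5830 and 8208 in the first set and 3053 and 5894 in the second. The third possible split gave totals of 716, 1863, 930 and 1292 sites in the same order of contrasts, against 1131, 1532, 1722 and 1690 gained plus lost. The Y537S contrast therefore gave fewer sites than both other splits. With equal peak numbers the balance for E2 turned to 641 gained and 158 lost, that for Y537S against D538G turned to 853 and 503, and for Y537S against wild-type ER it became 1336 and 209. At that setting 14578 sites were called in both lists of wild-type ER with DMSO. The counts were 16741 with E2, 18043 for Y537S and 16727 for D538G. Fewer sites were therefore open to being lost than gained against that control. Leaving out 1 library at a time raised these counts. Without replicate 1 of wild-type ER with DMSO the sites lost were 8149 for E2, 6506 for Y537S and 5694 for D538G, and without replicate 2 of that group they were 4641, 7292 and 6001. Without replicate 1 of D538G, 5888 sites were gained in D538G and 7397 were lost in Y537S against D538G. Without replicate 2 of wild-type ER with E2, 4067 were gained with E2, and without replicate 2 of Y537S, 3585 were gained in Y537S.

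Against wild-type ER with DMSO, the site on chromosome 2 from 100252656 to 100253648 ranked first among the gained sites of all 3 contrasts. It was called in 6 of the 8 CDK9 lists, with a lowest −log10 p of 121, and overlapped an ER site. Next for E2 were the sites on chromosome 16 from 14463846 to 14464480, called in 6 lists, and on chromosome 1 from 2281995 to 2282929, called in 2. For Y537S they were on chromosome 1 from 5661650 to 5662104, called in 2 lists, and again the site on chromosome 16. For D538G they were on chromosome 1 from 7531343 to 7532388 and on chromosome 16 from 67320240 to 67320992, each called in 2 lists. The first lost sites were on chromosome 19 from 48255640 to 48256182 for E2, chromosome 6 from 27099999 to 27101293 for Y537S and chromosome 15 from 22545262 to 22545852 for D538G, and none of these 3 overlapped an ER site. Between the mutants, the site on chromosome 1 from 5661650 to 5662104 also ranked first for Y537S. It was followed by sites on chromosome 5 from 33298014 to 33298338 and chromosome 15 from 38364881 to 38365413, and the site on chromosome 1 from 7531343 to 7532388 ranked first for D538G.

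Gained and lost CDK9 sites of D538G were unevenly placed along the genome. In the first 10 Mb of chromosome 1, 178 of 787 lost sites (22.6%) and 26 of 935 gained sites were found. Fisher's exact test of gained against lost sites, window against the rest, gave an adjusted p of 2.47e-37. This segment held 2.10% of all CDK9 sites, a share that did not enter the test. Lost sites of the other contrasts against wild-type ER with DMSO also exceeded that share there, at 5.09% for E2 and 5.66% for Y537S. Gained sites exceeded it too, at 2.90% and 3.02%. For these 2 contrasts Fisher's exact test of the window gave adjusted p of 0.411 and 0.0953. In the first 10 Mb of chromosome 11 there were 56 gained and 2 lost sites (Fisher's exact test, adjusted p = 1.24e-11). On chromosome 1 the lost sites lay almost wholly in the first 4 Mb (0 gained, 176 lost), while between 6 and 12 Mb D538G gained 42 sites and lost 1. The window from 10 to 20 Mb had 18 gained and 2 lost (Fisher's exact test, adjusted p = 0.0136). The contrast of Y537S with D538G gave 147 gained and 26 lost in the window on chromosome 1 and 3 gained and 76 lost in that on chromosome 11. All 3 CDK9 sites named on chromosome 1 lie within this window. Of the 144 windows tested over 4 contrasts, 14 had an adjusted p below 0.05. Not all were specific to D538G: the first 10 Mb of chromosome 16 had 7 gained and 33 lost sites in Y537S and 10 and 32 in D538G, and those of chromosome 19 had 20 and 39 in Y537S (Fisher's exact test, adjusted p = 2.31e-05, 0.00145 and 0.00992). In the window on chromosome 16, E2 in wild-type cells gave 3 gained and 29 lost sites (Fisher's exact test, adjusted p = 0.0518). Y537S against D538G gave 20 and 17 there (Fisher's exact test, adjusted p = 0.711). The excess of lost sites on chromosome 16 thus went with the contrasts that share the wild-type DMSO control. It is not read as an effect of the mutant alleles. Without the first 10 Mb of chromosome 1 and the first 20 Mb of chromosome 11, D538G gained 840 sites and lost 607.

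**Figure D3:**
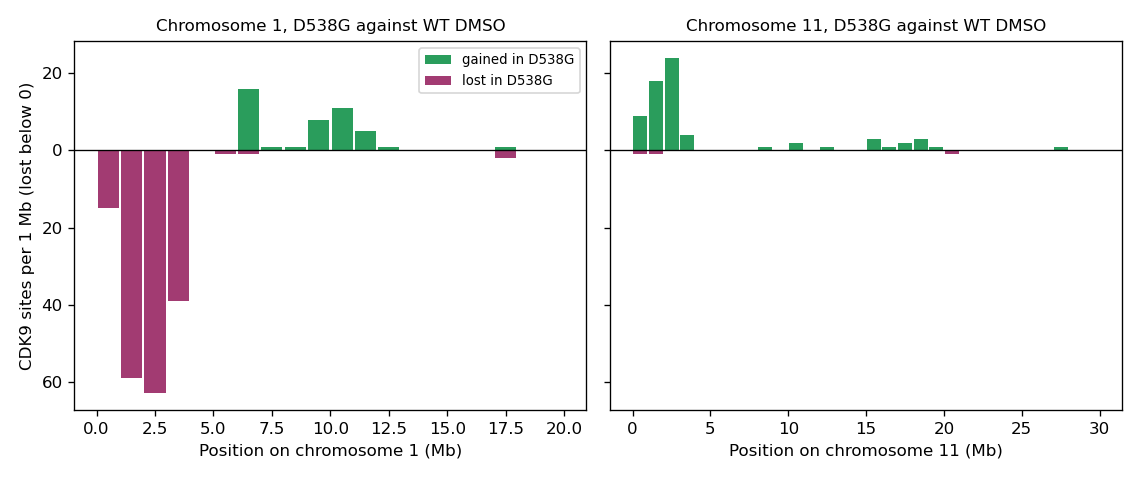
CDK9 sites gained (above 0) and lost (below 0) per 1 Mb in D538G against wild-type ER with DMSO, by position in Mb at the start of chromosomes 1 and 11. The first 10 Mb of chromosome 1 hold 178 lost sites and 26 gained ones, and those of chromosome 11 hold 56 gained and 2 lost.

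CDK9 sites gained in each contrast were compared with lost ones for overlap with ER sites of any ER library. Of the sites gained with E2 in wild-type cells, 54 of 345 (15.7%) overlapped an ER site, against 4 of 786 lost sites (0.509%; odds ratio 32.5, Fisher's exact test, adjusted p = 2.40e-24). For Y537S the shares were 56 of 861 (6.50%) and 6 of 671 (0.894%; odds ratio 7.18, Fisher's exact test, adjusted p = 6.23e-09). For D538G they were 58 of 935 (6.20%) and 14 of 787 (1.78%; odds ratio 3.56, Fisher's exact test, adjusted p = 2.79e-06). Between the mutants, a contrast outside the adjusted family, the shares were 31 of 757 and 26 of 933 (odds ratio 1.48, Fisher's exact test, p = 0.175). The comparison group decided the direction for the mutants. Sites called in 1 library of each group overlapped ER sites in 10.5%, 8.24% and 9.21% of cases in the 3 contrasts. Most of them (8630 of 9346, 4628 of 6491 and 7720 of 8650) were called in both libraries of 1 set and neither of the other. They are therefore no neutral background, since ER overlap differed between sites specific to the 2 sets, as given below. Of all 52995 CDK9 sites, 48648 overlapped no ER site. Of the sites called in all 8 lists, 14.2% overlapped one. The gained shares of Y537S (6.50%) and D538G (6.20%) lay under that value, and that of E2 was 15.7%. For the mutants the odds ratios above 1 thus rested on the low share among lost sites. They show no excess of ER sites among gained ones. Against sites called in 1 library of each group the odds ratio was 1.60 for E2, 0.780 for Y537S and 0.657 for D538G, with adjusted p of 0.00496, 0.0827 and 0.00496 by Fisher's exact test. Between the mutants such sites overlapped ER sites in 10.7% of cases, an odds ratio of 0.362 (Fisher's exact test, p = 5.20e-10). Summit windows lowered the odds ratios of gained against lost sites to 8.75 for E2, 1.75 for Y537S and 2.07 for D538G. The results also changed when single libraries were left out. Each fit without a CDK9 library left 1 group with a library of 1 set only. Dependence on that library cannot then be told from the difference between the sets. Without replicate 1 of wild-type ER with DMSO the odds ratios were 90.5 for E2, 49.7 for Y537S and 27.7 for D538G. Without replicate 2 of wild-type ER with DMSO the odds ratios were 2.40 for E2, 0.422 for Y537S and 0.665 for D538G. Without replicate 1 of Y537S the Y537S value was 0.818, without replicate 1 or 2 of D538G the D538G value was 7.15 or 0.689, and without replicate 1 of wild-type ER with E2 the E2 value was 1.88. Without the ER list of clone 2 with E2 the E2 value was 89.5. Of the sites called in all 4 libraries of the first set and none of the second, 425 of 1917 overlapped an ER site (22.2%, 95% Wilson interval 20.4 to 24.1). Of the 246 sites specific to the second set, 0 did, which allows a share of up to 1.22% (3 of 246).

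The share of ER sites carrying a CDK9 peak was measured at the 2020 sites called under DMSO in both Y537S clones. It averaged 44.2% ± 10.0 (SD, n = 2) for wild-type ER with DMSO, 49.7% ± 13.7 with E2, 45.4% ± 8.93 for Y537S and 45.9% ± 11.2 for D538G. At the same sites moved by 20 kb the group means were 5.01%, 4.83%, 4.58% and 4.59%. The groups differed by less than the spread between replicates (range 5.54 percentage points, exact permutation test over 105 pairings, p = 0.800). Under the alternatives that kept all libraries and percentage units the range lay furthest from this value with equal peak numbers, at 8.23 points, and was lowest, at 2.90, with ER sites of any ER library. Leaving out replicate 2 of wild-type ER with E2 widened the range to 15.2 points, and leaving out the ER list of clone 1 with DMSO narrowed it to 3.52. Within the first set the shares were 51.2% for wild-type ER with DMSO, 59.4% with E2, 51.7% for Y537S and 53.8% for D538G. Within the second set they were 37.1%, 40.0%, 39.1% and 38.0% in the same order. The E2 library exceeded the DMSO library of wild-type cells by 8.17 points in the first set and 2.92 in the second. As a ratio to the moved sites the E2 and DMSO libraries were nearly level in the first set, at 10.2 and 10.1, and apart in the second, at 10.4 and 7.47. With pairings restricted to 1 library of each set the exact permutation test over 24 pairings gave p = 0.125.

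**Figure D4:**
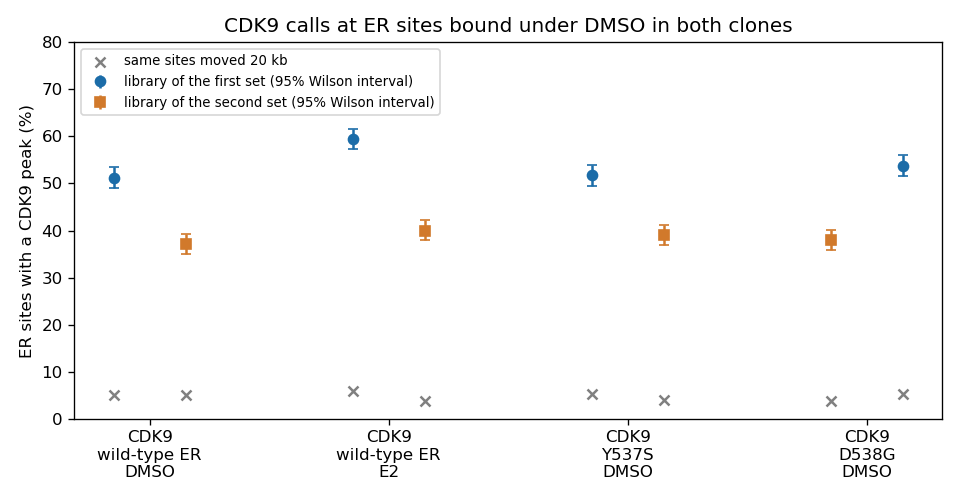
Percentage of the 2020 ER sites called under DMSO in both clones that overlap a CDK9 peak (vertical axis) in each CDK9 library, by group (horizontal axis), with 95% Wilson intervals; crosses are the same sites moved by 20 kb. Libraries of the first set lie between 51.2% and 59.4% and those of the second between 37.1% and 40.0% in every group.

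Gained sites were shared between contrasts more often than in simulated sets. All 3 contrasts use the same control libraries, and 112 sites were gained in each of them. The 1000 simulated sets held 42.0 ± 6.42 such sites (mean and SD) when calls were reassigned among all 8 libraries, with a highest count of 62. When calls were reassigned only within each of the 2 sets, a version chosen after seeing the data, the mean was 17.1 ± 4.12 and the highest count 30. A site gained in all 3 contrasts is the same as one called in 6 libraries and missing from both libraries of wild-type ER with DMSO. Without replicate 1 or replicate 2 of that group the count was 445 or 987, and without replicate 1 of wild-type ER with E2 it was 210.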

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

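The 2-set block, the removal of the 2 chromosome ends and the simulation within sets were chosen after the data had been seen; the other alternatives were planned. A tested result was counted as kept when its direction and its side of the 0.05 level held, whatever its size, a count of sites when it stayed within 1.5-fold and the same-clone share when it moved by less than the SD between clones. By these rules chromosomes 1 to 22 kept all of 19 results, the stricter threshold 14 of 19, equal peak numbers 7 of 17 and summit windows 10 of 17. Odds ratios could therefore shift several-fold and still count as kept. Each named site stayed in every class that named it under chromosomes 1 to 22, the stricter threshold, equal peak numbers and summit windows (23 entries, some sites being named for several contrasts). This was largely fixed in advance. The sites were chosen for high −log10 p and lie on chromosomes 1 to 22, and all these settings but summit windows only remove peaks. A summit window always overlaps the peak it comes from.

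With the stricter threshold, sites lost with E2 for ER fell to 48 and the DMSO peaks shared within a clone rose to 93.3%. CDK9 sites lost became 282 for E2, 281 for Y537S and 400 for D538G. With equal peak numbers, ER sites gained and lost with E2 were 170 and 109, and the same-clone share was 73.2%. CDK9 sites gained and lost were 641 and 158 for E2 and 1336 and 209 for Y537S, sites lost in D538G were 377, sites lost in Y537S against D538G were 503 and sites gained in all 3 contrasts were 214. With summit windows, E2 gained 618 CDK9 sites, Y537S gained 1558 and lost 1368, D538G gained 1557 and lost 1186, and Y537S against D538G gained 1175 and lost 1454. A reciprocal overlap of 50% lowered the same-clone share to 66.0%. The cause of these shifts was not tested. Which of gained and lost was larger turned for E2 with equal peak numbers and with the stricter threshold (452 gained, 282 lost). It also turned for Y537S against D538G with equal peak numbers (853 and 503) and with the stricter threshold (649 and 630).

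Against sites called in 1 library of each group, the ER odds ratio reversed to 0.780 for Y537S and 0.657 for D538G. Most of those comparison sites were specific to 1 of the 2 sets, so they are no neutral background. With ER sites called under DMSO in both clones, the D538G odds ratio was 2.30 with an adjusted p of 0.244 by Fisher's exact test, while the stricter threshold gave 6.21e-09. With equal peak numbers the odds ratios were 28.2 for E2, 15.8 for Y537S and 9.49 for D538G. Summit windows kept the direction but lowered the odds ratios to 8.75 for E2, 1.75 for Y537S and 2.07 for D538G, with adjusted p of 1.94e-22, 0.000954 and 0.000355 by Fisher's exact test. The cause was not tested.

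Across the fits that each left out one replicate, the ER log2 difference ran from 0.881 to 1.92, ER sites gained from 2711 to 5965, ER sites lost from 189 to 494 and the same-clone share from 80.8% to 90.0%. The odds ratios, for which no p was computed here, ran from 1.88 to 90.5 for E2, from 0.422 to 49.7 for Y537S and from 0.665 to 27.7 for D538G. Both mutant values fell below 1 without replicate 2 of wild-type ER with DMSO (0.422 and 0.665), as did Y537S without its replicate 1 (0.818) and D538G without its replicate 2 (0.689). Each of these fits left 1 group with a library of 1 set only. CDK9 sites gained and lost ran from 1083 to 4067 and 1470 to 8149 for E2, 1610 to 4001 and 1000 to 7292 for Y537S, 1793 to 5888 and 1492 to 6001 for D538G, and 1597 to 3499 and 1485 to 7397 for Y537S against D538G. A group left with 1 library calls more sites by construction. Sites gained in all 3 contrasts ran from 125 to 987. The ratio of CDK9 peak counts (1.14 to 1.32), the Jaccard difference (-0.0710 to -0.0129) and the range of CDK9 calls at ER sites (3.52 to 15.2 points) each moved from the value with all libraries by less than the SD between replicates (0.184 in log2, 0.0757 and 11.1 points).

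With the clone number as a replicate block, the ER log2 difference of 1.40 had an exact permutation p of 0.5, the smallest that 2 pairs allow. For CDK9 the replicate number did not pair the samples of all 4 groups: the correlation of same-numbered deviations from the group means was 0.447 between the wild-type groups and 0.187 and 0.184 between these and Y537S, but -0.369, -0.348 and -0.184 between D538G and wild-type ER with DMSO, with E2 and Y537S. The numbers of D538G may thus run opposite to the others. With that number as a replicate block, the exact permutation p was 0.625 for the peak count ratio of 1.18, 0.792 for a Jaccard difference of -0.0477 and 0.792 for calls at ER sites. With the 2 sets as a block the Jaccard difference reversed to 0.0131 (exact permutation p = 0.0417), since pairs within a set no longer entered it. Gained and lost sites come from no test, so no block was fitted to them; their counts between single libraries of a set, which for all groups but D538G have the same replicate number, are given with the results.

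Shares of promoters and of estrogen response elements, and ER sites over 1 kb from a transcription start, were not run, because no annotation or genome of the lists' build was used here. Depth is unknown, so an uncalled site may lie just under the authors' threshold; equal peak numbers, which lowered ER sites gained with E2 to 170, address list length but not depth.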

Other observations

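The tests below were chosen only after the result was seen, except the rank tests on the 2 chromosome ends, whose segments were chosen from the positions of gained and lost sites and which on chromosome 1 covered the first 4 Mb only, and the count of chromosomes that show the 2 sets. The rank-matched comparison of ER peaks was corrected after a first run.

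CDK9 sites lost in D538G were concentrated at the start of chromosome 1 and gained ones at the start of chromosome 11. Calls missing or extra in wild-type ER with DMSO are argued against by the contrast of Y537S with D538G, in which 19.4% of the sites absent from D538G lay in the first 10 Mb of chromosome 1 (95% Wilson interval 16.8 to 22.4). Unequal list lengths are argued against as well, since with equal peak numbers 77 of 377 lost sites (20.4%, 16.7 to 24.8) lay there, against 1.90% of all sites. Few of the lost sites in the segment were at ER sites: 5 of the 178 (2.81%) overlapped one. Of all sites lost in D538G, 14 of 787 (1.78%) did. A candidate explanation is a difference in DNA copy number in the D538G clone. It predicts a shift of the peaks in the affected part, and sites called in all 8 lists were used for that, since none of them is gained or lost. The part tested was the first 4 Mb of chromosome 1, which held 176 of the 178 lost sites of the window. In each list these sites were ranked by −log10 p among the 14567 sites called in all 8 lists, not among all peaks. For 91 such sites in the first 4 Mb of chromosome 1, the median rank was at percentile 18.0 and 16.9 in the D538G lists. It was between 50.8 and 61.4 in the 6 other lists, a mean difference of -38.2 points. For 205 such sites in the first 20 Mb of chromosome 11 it was at percentile 60.3 and 55.4 in the D538G lists and between 39.7 and 45.8 in the others, a mean difference of 16.3 points. Between 6 and 12 Mb of chromosome 1, where D538G gained 42 sites and lost 1, the direction was the opposite: 76 such sites had median percentiles of 72.6 and 68.6 in the D538G lists and between 38.6 and 61.6 in the others. Over the whole first 10 Mb (138 sites) the D538G lists were at 37.8 and 37.4 and the others between 46.5 and 62.3. A single change across the first 10 Mb would not give both directions. A regional change of chromatin could give the same shift and stays open, as does an effect of the D538G allele, since a single D538G clone was profiled and copy number was not measured.

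Among splits into 4 and 4, the 8 CDK9 lists parted most strongly into 2 sets with 1 library of each group in each. Replicate 1 of Y537S was closer to the second set than to its own, and moving it there raised the excess of the Jaccard index from 0.110 to 0.126, so the even make-up of the sets is partly a result of splitting into 4 and 4. List length is argued against, because with equal peak numbers the excess of the Jaccard index within the sets was 0.128. Peak width is argued against by summit windows, which gave 0.108. The split was the strongest of those into 4 and 4 on each of 23 chromosomes taken singly (1 to 22 and X), which argues against a copy-number difference on a few of them. Without the CDK9 sites that overlap an ER site the excess was 0.102, so ER-bound sites alone are argued against too. A library or sequencing batch may be the source and cannot be told apart from other causes, because 0 of the CDK9 libraries have a batch, date, run or lane in their labels. The D538G replicate numbers run opposite to those of the other groups in this split. In every group the library of the first set had the lower median fold enrichment. These medians ran from 8.83 to 13.7 in the first set and from 13.4 to 18.5 in the second. Enrichment as a source of the split was not tested. No other biological explanation was tested.

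The 181 ER sites lost with E2 differed from other ER sites in their overlap with CDK9 peaks. Between 92.8% and 100% of them overlapped a CDK9 peak in each of the 8 lists, against 10.4% to 25.4% of the sites gained with E2. These ER peaks ranked low, at median percentiles of 18.3 and 16.3 in the DMSO lists. Low rank is argued against as the whole cause, since 363 DMSO peaks matched for rank and also called with E2 overlapped CDK9 peaks in 43.5% of cases on average (36.1% to 52.6% over the lists). The first run had matched peaks of sites called in all 4 ER lists and gave 50.7%; the matched peaks and the criterion, ranges over the lists that do not overlap, were changed after that value was seen. Width of the CDK9 peaks is argued against as the whole cause, since with summit windows the overlap averaged 62.4% for the 200 sites lost there and stayed above the 7.01% to 18.6% of gained sites. Summit windows changed the merged ER sites too, so a part played by width was not isolated. Weak ER peaks at strongly open sites, where many antibodies recover DNA, may contribute; this was not tested, and neither was a loss of ER binding at CDK9 sites with E2.

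At the ER sites called under DMSO in both clones, CDK9 peaks were more frequent in wild-type cells with E2 than with DMSO in both sets. The difference was not removed by equal peak numbers, where the smaller of the 2 differences was 5.96 points, or by summit windows, where it was 2.99 points. Chance remains open: a share of 0.125 of the 24 pairings of 1 library of each set gave a spread between groups as large. As a ratio to the sites moved by 20 kb, E2 and DMSO were nearly level in the first set (10.2 and 10.1) and differed in the second (10.4 and 7.47), so a higher background of CDK9 peaks in the first-set E2 list stays open. An effect of E2 on CDK9 at these sites is therefore a hypothesis that 2 libraries per group could not settle.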
